# SMARCAD1 is an ATP-dependent stimulator of nucleosomal H2A acetylation via CBP, resulting in transcriptional regulation

**DOI:** 10.1038/srep20179

**Published:** 2016-02-18

**Authors:** Masamichi Doiguchi, Takeya Nakagawa, Yuko Imamura, Mitsuhiro Yoneda, Miki Higashi, Kazuishi Kubota, Satoshi Yamashita, Hiroshi Asahara, Midori Iida, Satoshi Fujii, Tsuyoshi Ikura, Ziying Liu, Tulip Nandu, W. Lee Kraus, Hitoshi Ueda, Takashi Ito

## Abstract

Histone acetylation plays a pivotal role in transcriptional regulation, and ATP-dependent nucleosome remodeling activity is required for optimal transcription from chromatin. While these two activities have been well characterized, how they are coordinated remains to be determined. We discovered ATP-dependent histone H2A acetylation activity in *Drosophila* nuclear extracts. This activity was column purified and demonstrated to be composed of the enzymatic activities of CREB-binding protein (CBP) and SMARCAD1, which belongs to the *Etl1* subfamily of the Snf2 family of helicase-related proteins. SMARCAD1 enhanced acetylation by CBP of H2A K5 and K8 in nucleosomes in an ATP-dependent fashion. Expression array analysis of S2 cells having ectopically expressed SMARCAD1 revealed up-regulated genes. Using native genome templates of these up-regulated genes, we found that SMARCAD1 activates their transcription *in vitro*. Knockdown analysis of SMARCAD1 and CBP indicated overlapping gene control, and ChIP-seq analysis of these commonly controlled genes showed that CBP is recruited to the promoter prior to SMARCAD1. Moreover, *Drosophila* genetic experiments demonstrated interaction between SMARCAD1/*Etl1* and CBP/*nej* during development. The interplay between the remodeling activity of SMARCAD1 and histone acetylation by CBP sheds light on the function of chromatin and the genome-integrity network.

The eukaryotic genome is packaged into the higher-order DNA–protein structure chromatin. The nucleosome, the basic unit of chromatin, is composed of an octamer of core histones (two each of H2A, H2B, H3, and H4), around which 146 base pairs of DNA are wrapped^1^,^2^. Nucleosomes act as general repressors of transcription, and transcription from the repressed templates is activated by the actions of transcriptional activators, histone modifiers, and chromatin remodeling complexes^3^,^4^,^5^,^6^.

Transcriptional regulation from chromatin is a dynamic process, accompanied by histone modifications such as methylation, phosphorylation, ubiquitylation, and acetylation^7^,^8^,^9^,^10^,^11^,^12^,^13^. Among these posttranslational modifications, histone acetylation plays a pivotal role in transcriptional regulation. Historically, histone acetyl transferases (HATs) have been grouped into nuclear A-type HATs or cytoplasmic B-type HATs. Although B-type HATs, such as Hat1, are related to newly synthesized core histones, A-type HATs are related to nuclear events, such as transcription and DNA repair^14^. Due to their similarity in several homologous regions and acetylation-related motifs, HATs are further subdivided into several families, such as the Gcn5-related N-acetyltransferases (GNATs; Gcn5 and PCAF), the MYST acetyltransferases (MOZ, Ybf2/Sas3, Sas2, and Tip60), the p300/CBP transcriptional coactivators (p300 and CBP), the general transcription factor TAF1 (also known as TAFII250), and nuclear receptor coactivators (SRC-1, ACTR, and TIF2)^12^. Among these diverse HATs, the family members p300 and CBP are central regulators of transcription, with roles as global coactivators in higher eukaryotes. Tight regulation of p300 is critical for ensuring precise histone acetylation and gene activation^15^,^16^.

By contrast, using a different class of chromatin modifiers, chromatin remodeling activity utilizes the energy of ATP to move nucleosomes along the DNA strand and remove or release them from their interaction with DNA. Thus, ATP-dependent nucleosome remodeling activity is required for optimal transcription from chromatin^4^,^5^,^6^,^17^,^18^,^19^,^20^. The catalytic subunits of ATP-dependent chromatin remodeling complexes belong to the Snf2 family of helicase-related proteins found in all eukaryotes. Snf2 family members are divided into 24 distinct subfamilies, including Swr1, EP400, INO80 and Etl1, which belong to the swr1-like grouping, based on sequence alignment of the helicase-related regions^21^.

Histone modifications, such as acetylation, that are closely related to transcription should function together with ATP-dependent chromatin remodeling activity, since conformational changes of chromatin are essential for transcription. However, compared with the extent of knowledge about these two activities considered separately, there is little evidence concerning their coordination in transcriptional regulation. It is known that the human Mi-2-NuRD complex couples chromatin remodeling ATPase activities with histone deacetylation enzymatic functions^22^. By contrast, in this study we found ATP-dependent nucleosomal core histone acetylation activity in *Drosophila* nuclear extracts. We purified this activity and determined that it is composed of p300/CBP transcriptional coactivators and SMARCAD1, a member of the Snf2 family of helicase-related proteins. We established that SMARCAD1 functions with CBP and regulates transcription *in vivo* and *in vitro*. Our results underscore the interplay between remodeling activities and histone modifiers in the function of chromatin and the genome-integrity network.

## Results

### Discovery of ATP-dependent H2A acetylation activity and identification of CBP and SMARCAD1

Using a crude *Drosophila* nuclear extract, we detected ATP-dependent acetylation of histone H2A. After reconstituting chromatin using salt dialysis, we used a pGIE0 plasmid having five GAL4 binding sites upstream of the adenovirus E4 promoter as a DNA template for the nucleosomal histone acetylase assay^23^,^24^,^25^. For this assay, we purified ATP-dependent nucleosomal histone acetylase activity using column chromatography, as indicated in Fig. 1a. Final purification of this activity using a Mono S column is shown in Fig. 1b. Fraction 7 acetylates mainly the core histone H2A in the presence of the GAL4-VP16 transcriptional activator and ATP (Fig. 1c). Next, we loaded Fraction 7 onto an SDS-PAGE gel and analyzed the gel from top to bottom by liquid chromatography–tandem mass spectrometry (LC–MS/MS), since it was not pure enough to identify the corresponding band. We obtained two trypsin-generated peptide sequences (TALLPTLEK and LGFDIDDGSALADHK) that were identical to segments of *Drosophila* CBP/*nej* (FBgn0261617). CBP/*nej* is the only protein that is categorized as a histone acetylase among the sequences obtained. Since the acetylation activity is ATP dependent, we focused on ATP-utilizing molecules, such as kinases and helicases, in addition to acetylases. We also obtained several sequences that are identical to topoisomerase II, polo kinase, belle kinase, SMARCAD1, and GckIII (Fig. 1d, Supplementary Table 1). We expressed and purified all of these enzymes in Sf9 cells and tested their activity. We found that only SMARCAD1 has activity facilitating histone H2A acetylation by CBP/p300. Thus, we concluded that SMARCAD1 is an ATP-dependent stimulator of the nucleosomal acetyltransferase CBP.

### Recombinant SMARCAD1 stimulates histone H2A acetylation by recombinant human CBP/p300

SMARCAD1 was expressed in Sf9 cells and purified with Flag-tag purification. Human p300 was expressed in SF9 cells and affinity-purified with Ni-NTA resin as previously described (Fig. 2a)^24^,^26^. The specificities of anti-SMARCAD1 and anti-CBP antibodies were confirmed by western blotting using whole *Drosophila* cell lysates, and bands detected by these antibodies were reduced by SMARCAD1 knockdown or CBP knockdown (Supplementary Figs 1a and 3b). We immunoprecipitated SMARCAD1 from an SP column fraction after Q sepharose column purification of a nuclear extract (Fig. 2b). After immunoprecipitation with anti-SMARCAD1 antibodies, CBP remained in the supernatant, while SMARCAD1 was precipitated as shown in Fig. 2b Thus, CBP does not make a tight complex with SMARCAD1. After immunodepletion, the ATP- dependent stimulation of histone acetylation activity is lost in the anti-SMARCAD1 immunoprecipitation supernatant (Fig. 2c, lanes 3, 4). Recombinant SMARCAD1 (rSMARCAD1) stimulates acetylation of the nucleosomal histone H2A by native CBP in an ATP-dependent manner, an activity that is retained in the supernatant after anti-SMARCAD1 immunoprecipitation (Fig. 2c lanes 5, 6). rSMARCAD1 also stimulates acetylation of the nucleosomal histone H2A by recombinant p300 (r-p300) in an ATP-dependent manner (Fig. 2d). r-p300 acetylates free histone, irrespective of the presence or absence of rSMARCAD1 (Fig. 2e lanes 2, 3). Furthermore, r-p300 acetylates mainly histones H3 and H4 when free histones were used as a substrate (Fig. 2e lanes 2–4). Interestingly, free histone H2A/H2B was not strongly acetylated by r-p300, as GAL4-VP16 somewhat inhibits this reaction in the absence of a DNA template (Fig. 2e lane 4). Chromatin inhibits core histone acetylation by r-p300, and overcoming this inhibition, GAL4-VP16 and rSMARCAD1 mainly stimulate acetylation of H2A/H2B by r-p300 (Fig. 2d lanes 6, 7 and Fig. 2e). To confirm the specific acetylation sites within the core histone tails that are acetylated by CBP in cooperation with SMARCAD1, we performed a HAT assay using chromatin assembled with DNA and native core histones or recombinant core histones as a substrate, and acetylated histones were subjected to Edman degradation followed by sequence analysis in parallel with liquid scintillation counting. The [^3^H]-acetyl group is mainly incorporated into H2A/H2B rather than H3 and H4, so we focused on acetylation of H2A/H2B. Since H2A and H2B migrate closely on SDS-PAGE, we sequenced both of them together. It is known that the N-terminus of native H2A is blocked by acetylation^27^,^28^. However, when H2A is expressed in bacteria, we confirmed that the first residue (methionine) is cleaved almost completely, resulting in expression starting from the second residue, serine, as shown in Supplementary Fig. 2a. Since we could determine the sequence of bacterially expressed H2A by Edman analysis, the N-terminus of H2A is not blocked by acetylation. On the other hand, it is known that the N-terminus of native H2B is not blocked. In addition, the N-terminus of bacterially expressed H2B is partially cleaved, resulting in translation starting from both the first residue (methionine) and the second residue (proline) (Supplementary Fig. 2b). [^3^H]-acetate was not released from native H2A/H2B (Supplementary Fig. 1e; the average number of counts for the first 10 residues is 1.63 × 10^3 ^cpm, and there are no significant peaks, suggesting that there has been no cleavage of acetylated residues). However, [^3^H]-acetate was released from acetylated bacterial H2A/H2B (Fig. 2f, 8.0 × 10^3 ^cpm for the 5th residue and 7.5 × 10^3 ^cpm for the 8th residue). These results indicate that [^3^H]-acetate is incorporated into H2A. Because ^3^H was released at K5 and K8, we concluded that CBP and SMARCAD1 mainly stimulate histone H2A K5 and K8 (Fig. 2f). These two residues are well conserved among species (Fig. 2g).

### In early-stage embryos, SMARCAD1 is constitutively expressed and localized to the nucleus

Analysis of western blotting and immunostaining of SMARCAD1 indicated that it is constitutively expressed in early-stage embryos (Fig. 3a) and is located in the nucleus, suggesting a role there (Fig. 3c). During early developmental stages, the expression patterns of CBP and SMARCAD1 look similar (Fig. 3b). SMARCAD1 is also expressed in adult cells as well as in early-stage embryos, suggesting that it contributes not only to embryogenesis but also to biological phenomena such as transcription in the adult (Fig. 3a). Based on its protein sequence and domain, SMARCAD1 is classified in the *Etl1* subfamily of the Snf2 family. The Snf2 family contains a helicase motif that separates nucleic acid strands and translocates DNA in an ATP-dependent fashion^6^,^21^. Multiple sequence alignment of the helicase-related region indicates that 24 distinct subfamilies exist^21^, including Snf2, Iswi, and *Etl1*.

### SMARCAD1 activates transcription *in vivo* and *in vitro*

We ectopically expressed EGFP–SMARCAD1 and found up-regulated genes using expression array analysis (Supplementary Fig. 3b [right] and Supplementary table 3). We confirmed 12 up-regulated genes by RT-PCR out of 20 candidate genes detected by expression array analysis (Fig. 4a), suggesting that SMARCAD1 activates transcription of these genes. We further selected one gene, CG31288, joining 100 bp of its core promoter region with five GAL4 binding sites, resulting in an artificial promoter that was subjected to *in vitro* transcription. SMARCAD1 activates transcription together with GAL4-VP16, p300, and general transcription factors in nuclear transcription extracts in an ATP-dependent manner (Fig. 4b). We then selected three genes, CG31288, CG5381, and CG15347, and a 2000-bp genomic region harboring their core promoter that we subjected to chromatin assembly and subsequent *in vitro* transcription. We observed a 7–21-fold transcriptional activation using native genome DNA by SMARCAD1, together with p300 and other factors in nuclear transcription extracts in an ATP-dependent manner (Fig. 4c). These observations strengthen the concept that SMARCAD1 plays a role in transcriptional activation.

### SMARCAD1 activates transcription together with CBP

In addition to ectopically expressing SMARCAD1, we knocked down both SMARCAD1 and CBP in S2 cells. First, we determined by RT-qPCR that SMARCAD1 or CBP were knocked down. Knockdown of SMARCAD1 was confirmed by RT-qPCR (Supplementary Fig. 3a). Since knockdown of CBP was unclear following RT-qPCR, we confirmed a decrease in CBP protein by western blotting (Supplementary Fig. 3b). Because acetylation of histones is believed to play a role in transcriptional activation, and, as we found that SMARCAD1 activates transcription *in vitro* (Fig. 4b,c), we focused on the down-regulated genes upon SMARCAD1 and CBP knockdown. However, we also found up-regulated genes caused by SMARCAD1 knockdown. SMARCAD1 is reported to associate with HDAC and KAP1^29^; thus, it can be speculated that these genes might be controlled by the SMARCAD1–HDAC complex, or acetylation by itself might repress transcription directly in some promoters. We detected 124 and 1,942 genes that were down-regulated by at least 0.7 fold by SMARCAD1 and CBP/*nej* knockdown, respectively (Fig. 5a, Supplementary Table 4). 

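For ChIP-seq, chromatin of S2 cells, a cultured line of Drosophila melanogaster, was immunoprecipitated with anti-SMARCAD1 or anti-CBP antibodies. An input DNA library was made as well, for which no table was used here. There was 1 library per antibody, so no value has a replicate. According to the sample labels, the cells had been treated with dsRNA of EGFP, the nonspecific dsRNA of the control knockdown, for 6 h at 26 °C in serum-free medium and were then kept for 72 h in medium with serum. The cells were cross-linked with 1% formaldehyde for 10 min, and the chromatin was digested with MNase and sonicated. The libraries were sequenced as 76-bp paired-end reads. The authors mapped the reads with BWA, called peaks for each library with MACS and assigned genes to the peaks with the R package ChIPpeakAnno. The deposited tables give the position and width of each peak, the gene with the nearest TSS, any other gene that the peak overlaps or nearly adjoins, and the distance to its TSS. They hold no read counts, P values, scores or fold enrichments, so the sequencing depth is unknown and the peaks could not be ranked by strength. The methods name dm6 as the genome assembly. The tables use chromosome names such as Uextra and 2RHet, and coordinates are given here as the tables give them. For SMARCAD1, the table lists 3211 peaks with a median width of 1792 bp (quartiles 1192 and 2890 bp), which cover 7.36 Mb. For CBP, it lists 3762 peaks with a median width of 1487 bp (quartiles 1018 and 2452 bp), which cover 7.45 Mb. One entry per peak was used, that of the gene with the nearest TSS. Shares of peaks are given with Wilson 95% confidence intervals, which treat peaks as independent counts and cover counting error only. A difference between the antibodies therefore describes these 2 libraries, and no P value was computed for it.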

Next, we performed ChIP-seq to map SMARCAD1 and CBP-binding sites in S2 cells (Fig. 5b, Supplementary Fig. 4a–d). The genome-wide binding sites of SMARCAD1 and CBP were identified relative to the transcription start site (TSS) (Supplementary Fig. 4a). Moreover, the distance from the ChIP-seq peak to the TSS of the nearest gene showed a similar pattern for CBP and SMARCAD1. These similar distribution patterns suggest cooperation between CBP and SMARCAD1 in the genome. 

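The tables name no gene for 110 SMARCAD1 peaks, which lay on Uextra and Y, and for 77 CBP peaks, all on Uextra. Among the peaks with a gene, OverlapStart was the most frequent class for both antibodies. It held 1521 SMARCAD1 peaks (49.0%, 95% interval 47.3 to 50.8%) and 2117 CBP peaks (57.4%, 55.8 to 59.0%). Inside followed with 507 SMARCAD1 peaks (16.3%, 15.1 to 17.7%) and 634 CBP peaks (17.2%, 16.0 to 18.5%). Upstream held 394 SMARCAD1 peaks (12.7%, 11.6 to 13.9%) and 439 CBP peaks (11.9%, 10.9 to 13.0%). The intervals of the antibodies overlapped for Inside and Upstream and also for Downstream, with 6.39% of SMARCAD1 peaks (5.58 to 7.30%) and 6.16% of CBP peaks (5.43 to 6.98%). They did not overlap for OverlapEnd, which held 315 SMARCAD1 peaks (10.2%, 9.14 to 11.3%) and 138 CBP peaks (3.74%, 3.18 to 4.41%). IncludeFeature, in which the peak contains the whole gene, held 5.35% of SMARCAD1 peaks (4.61 to 6.20%) and 3.53% of CBP peaks (2.98 to 4.17%). When every entry of the tables was counted in place of one per peak, a choice made after the values were seen, the share of OverlapStart was 39.9% for SMARCAD1 and 50.5% for CBP. OverlapEnd then held 24.1% for SMARCAD1, above Inside at 17.5%. For CBP it held 14.8%, below Inside at 18.6%. On the chromosomes, SMARCAD1 peaks were most numerous on X (772 peaks, 24.0%) and 3R (708 peaks, 22.0%). CBP peaks were most numerous on 3R (888 peaks, 23.6%) and 3L (726 peaks, 19.3%), with 701 peaks (18.6%) on X.

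**Figure D1:**
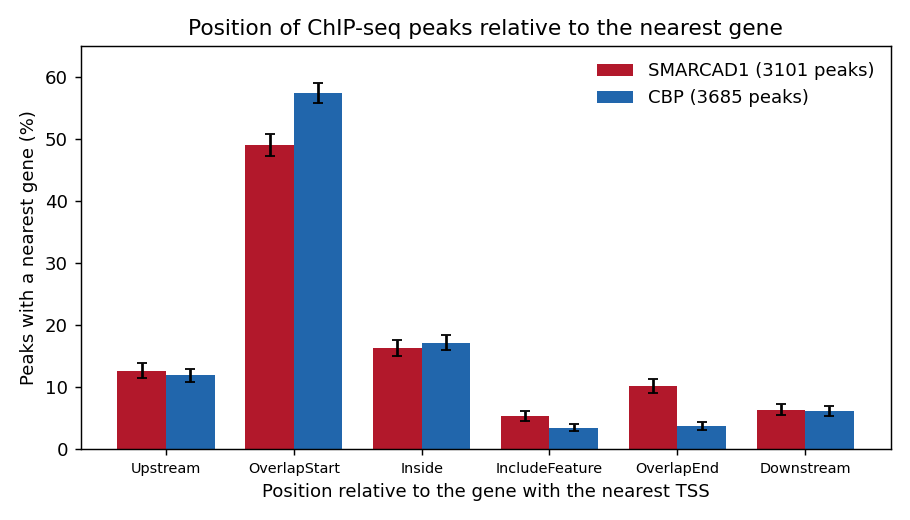
Share of SMARCAD1 peaks (red) and CBP peaks (blue) in each position class, in percent of the peaks with a nearest gene; error bars are Wilson 95% intervals over peaks of 1 library per antibody. OverlapStart is the tallest pair of bars, with 49.0% of SMARCAD1 and 57.4% of CBP peaks.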

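The distance runs from the TSS of the nearest gene to the centre of the peak and is negative upstream of the TSS. Its median was 2 bp over the SMARCAD1 peaks with a gene (95% interval -44 to 66 bp) and -25 bp over the CBP peaks (-41 to 2 bp). The quartiles were -582 and 1895 bp for SMARCAD1 and -381 and 1447 bp for CBP. Within 2000 bp of a TSS lay 2002 SMARCAD1 peaks (64.6%, 62.9 to 66.2%) and 2508 CBP peaks (68.1%, 66.5 to 69.5%). Of these, 60.0% of the SMARCAD1 peaks (57.8 to 62.1%) and 60.2% of the CBP peaks (58.2 to 62.1%) had their centre upstream of the TSS. The density of the distances within this window was highest upstream of the TSS for both antibodies. The maximum lay at -195 bp for SMARCAD1 (95% bootstrap interval -220 to -175 bp) and at -110 bp for CBP (-125 to -95 bp). Its height was 0.000746 per bp for SMARCAD1 (0.000696 to 0.000811) and 0.00119 per bp for CBP (0.00112 to 0.00127). The bandwidths differed, 153 bp for SMARCAD1 and 84.0 bp for CBP, so part of this gap comes from the smoothing. With 2 times its bandwidth, the height for CBP was 0.000949, closer to the 0.000746 for SMARCAD1. Of the CBP peaks in this window, 65.0% lay within 500 bp of the TSS (63.1 to 66.8%), against 49.6% of the SMARCAD1 peaks (47.4 to 51.8%). The gap between the cumulative distributions was widest at -185 bp, where it was 9.48 percentage points (bootstrap interval 8.09 to 13.0), with 46.0% of SMARCAD1 and 36.5% of CBP peaks at or below this distance. Doubling the bandwidth moved the height of the maximum the most, to 0.000563 for SMARCAD1 and 0.000949 for CBP.

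**Figure D2:**
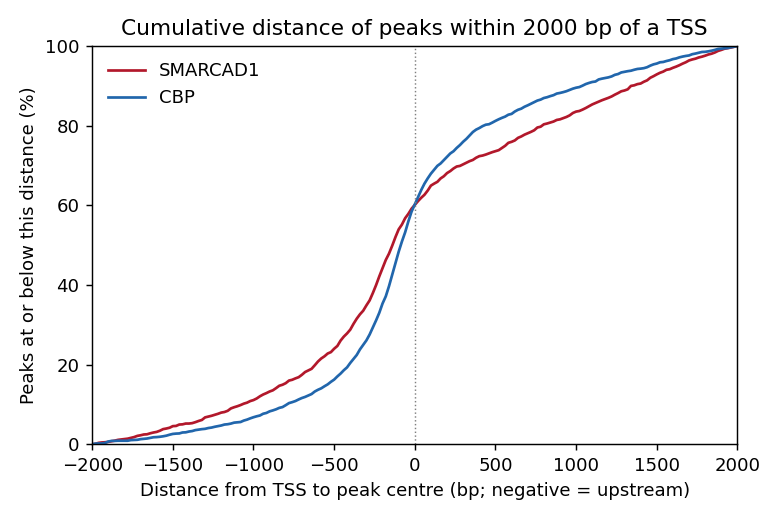
Cumulative share of peaks, in percent, against the distance from the TSS of the nearest gene in bp, for 2002 SMARCAD1 peaks (red) and 2508 CBP peaks (blue) within 2000 bp of a TSS. The curves cross near the TSS, and the SMARCAD1 curve rises more gradually; the widest gap is 9.48 percentage points at -185 bp.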

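The positions of the peaks themselves were also compared, counting as shared any overlap of at least 1 bp. Of the SMARCAD1 peaks, 1890 overlapped a CBP peak (58.9%, 95% interval 57.1 to 60.6%), and of the CBP peaks, 1982 overlapped a SMARCAD1 peak (52.7%, 51.1 to 54.3%). When the SMARCAD1 peaks were placed at random 1000 times, each on its own chromosome and with its own width, a mean of 11.2% overlapped a CBP peak (lowest 9.65%, highest 13.1%). The observed share was 5.24 times this mean and above every placement. The most stringent definition tried, centres within 200 bp of each other, left 36.5% of SMARCAD1 peaks shared. Placing each peak at its own distance from the TSS of a random gene of the same chromosome gave a mean overlap of 11.8%, against 58.4% observed when positions were counted in the same way. This mean is too low to be a full count. CBP peaks covered the start of 3606 genes, against 14043 genes to draw from. Of the SMARCAD1 peaks with a gene, 54.4% covered a gene start, so these peaks alone would overlap more often than 11.8%. With random genes drawn only from those that had a peak of either antibody, a choice made after the data were seen, the mean was 43.3% (lowest 40.4%, highest 45.5%). It was counted in the same way and may be too low as well. From the similar distances to the TSS for both proteins, the paper proposes cooperation between CBP and SMARCAD1 in the genome.

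**Figure D3:**
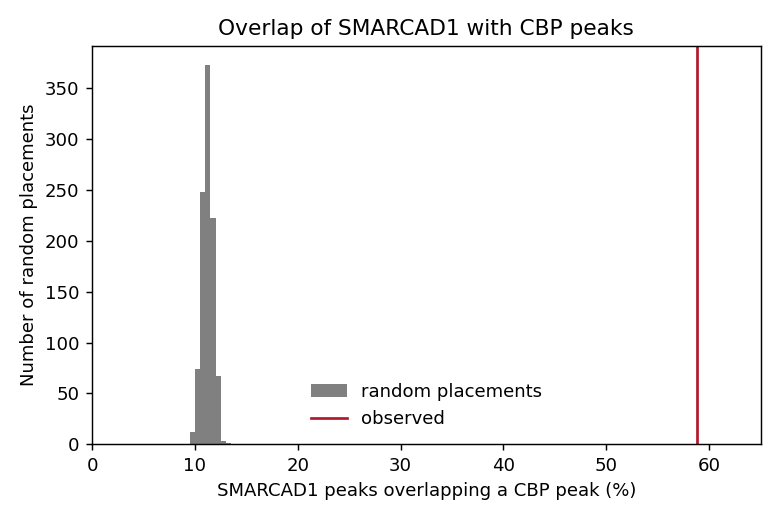
Number of random placements (grey bars, 1000 in all) by the percentage of SMARCAD1 peaks that overlapped a CBP peak, with the observed percentage as a red line. The placements lie between 9.65% and 13.1%, and the observed value is 58.9%.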

Among 56 overlapping genes in Fig. 5a, we selected five genes from the top of the list and confirmed their regulation by both SMARCAD1 and CBP using qPCR (Fig. 5c). The control ChIP performed using normal rabbit IgG did not show any enrichment at the TSS locus of the same genes (Supplementary Fig. 3c). The signals that remained after knockdown of SMARCAD1 or CBP suggested residual SMARCAD1 or CBP protein after knockdown, based on low signals of the control ChIP experiment using normal rabbit IgG as an antibody control. A ChIP assay with anti-SMARCAD1 antibodies indicated that CBP was required for SMARCAD1 localization to the core promoter region of these genes (Fig. 5d). However, a ChIP assay with anti-CBP antibodies indicated that CBP knockdown only diminishes CBP localization to the core promoter region of these genes (Fig. 5e). These results suggest that CBP initially localizes to the core promoter and that SMARCAD1 is subsequently recruited to the promoter region. Although we generated and purified polyclonal antibodies against acetylated H2A K5 and acetylated H2A K8, these antibodies cross-reacted with acetylated H4 in western blotting (Supplementary Fig. 1c). Therefore, we could not discriminate H2A K5 and K8 acetylation from H4 K5 and K8 acetylation at the TSS of these genes. Hence, we constructed H2A K5A and K8A mutations that do not have a positive charge and overexpressed them in S2 cells. After cloning of the cells expressing H2A mutants, we tested expression of 12 genes that were up-regulated by SMARCAD1 overexpression (Fig. 4a). Interestingly, the CG12477 gene was up-regulated by H2A K5A and K8A mutants in three independent clones (Supplementary Fig. 3d). This result suggests that H2A K5 and K8 acetylation by itself might affect expression of some genes.

Next, we examined whether SMARCAD1 functions in a CBP/*nej*-dependent pathway *in vivo*. The cubitus interruptus (ci) gene encodes a transcription factor that is required for induction of hedgehog-dependent transcription, which is an important determinant of pattern formation^30^,^31^. The dominant gain-of-function mutant *ci*^*D*^ causes shortened longitudinal vein 4 of the adult wing, loss of posterior row hairs, and a flattened posterior wing margin. A haploinsufficiency of dCBP suppressed a subset of the *ci*^*D*^ defects. Thus, *Drosophila* CBP/*nej* is a co-activator of *ci* in hedgehog signaling^31^. As previously reported, some posterior row hairs are missing in the dominant gain of function *ci*^*D*^ mutant^31^ (Fig. 6a–d). The *Drosophila* mutation of SMARCAD1 was previously deposited into FlyBase as FBst0017289; P{EP}*Etl1*EP701. The *Etl1* mutant has a p-element insertion in the second intron of the *Etl1* gene. The SMARCAD1/*Etl1* mutation partially suppressed the reduced number of posterior row hairs caused by the *ci*^*D*^ mutation (Fig. 6, compare panel d with panels f and h). This suppression is very similar to that observed when a CBP/*nej*^3^ mutation was present in *ci*^*D*^/+ mutants^31^. The fact that the SMARCAD1/*Etl1* and CBP/*nej*^3^ mutations both suppressed the reduced density of posterior row hairs in *ci*^*D*^/+ mutants suggests that SMARCAD1 and CBP function together in regulating the expression of certain genes.

## Discussion

We demonstrated that SMARCAD1 activates transcription together with p300/CBP *in vivo* and *in vitro*. Although p300/CBP has affinity for nucleosomes^32^, once a histone octamer is wrapped with DNA, it becomes hard for histone modification enzymes to access core histones, as we have shown in Fig. 2e, lanes 2 and 6. We suggest that SMARCAD1 facilitates p300/CBP access to core histone tails and facilitates core histone acetylation. Previously, it has been shown that ISWI-containing complexes, such as NURF or ACF, facilitate core histone acetylation and transcription using an artificial promoter^24^,^33^. Using a native promoter in this work, we demonstrated that, together with p300/CBP, ATP-dependent SMARCAD1 activity plays a role in histone H2A acetylation, resulting in up-regulation of the target genes. Furthermore, similar distances from the TSS to the CBP- or SMARCAD1-targeted promoters suggest that CBP and SMARCAD1 work together (Fig. 5b). 

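The distances were also compared gene by gene, over the 1215 genes whose TSS was the nearest one to a SMARCAD1 peak and to a CBP peak within 2000 bp. Where a gene had several such peaks of an antibody, the one nearest to the TSS was taken. At these genes the median distance was -123 bp for SMARCAD1 (quartiles -423 and 448 bp) and -104 bp for CBP (quartiles -343.5 and 236 bp). The SMARCAD1 distance minus the CBP distance at the same gene had a median of -10 bp (95% interval -18 to -2 bp; quartiles -114 and 97 bp). The centre of the SMARCAD1 peak was the more upstream one at 652 genes, and that of the CBP peak at 556. At 773 genes (63.6%, 60.9 to 66.3%) the centres lay within 200 bp of each other. When the SMARCAD1 distances were reassigned at random among the 1215 genes, 1000 times, this share was 19.6% on average and 23.2% at most. A peak whose nearest TSS was that of another gene was not counted, even where it covered the TSS. At the 714 genes whose TSS was the nearest one to a SMARCAD1 peak but to no CBP peak in this window, 45.8% of peak centres lay within 500 bp of the TSS (42.2 to 49.5%), against 54.8% (52.0 to 57.6%) for SMARCAD1 at the shared genes. For CBP, the share was 69.2% (66.6 to 71.8%) at the 1200 genes whose TSS was the nearest one to a CBP peak alone and 65.7% (63.0 to 68.3%) at the shared genes.

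**Figure D4:**
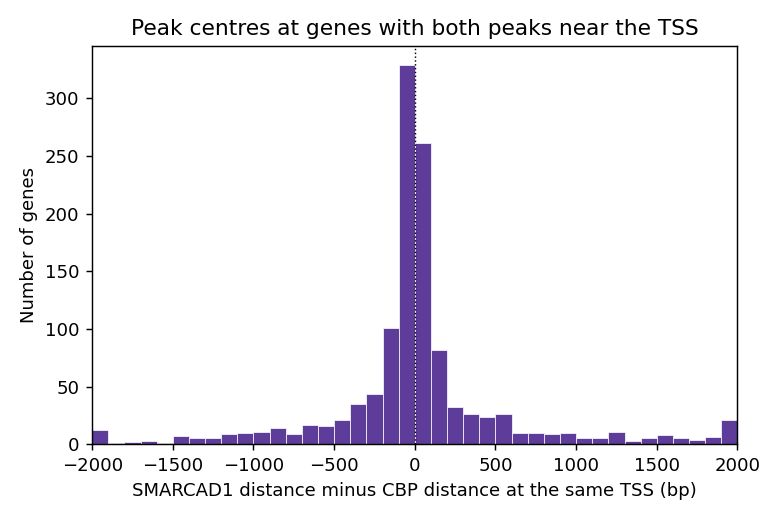
Number of genes by the SMARCAD1 distance minus the CBP distance at the same TSS, in bins of 100 bp, over the 1215 genes with a peak of both antibodies within 2000 bp; the outermost bars include the 24 genes with a larger difference. The tallest bars lie on either side of 0, with 329 genes from -100 to 0 bp and 261 from 0 to 100 bp.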

From the overlap of gene sets in Fig. 5a, we have demonstrated that CBP assembles on the promoter first and subsequently recruits SMARCAD1 before transcription (Fig. 5d,e). Together with previous reports, we suggest that diverse remodeling activities work together with p300/CBP at different promoters.

CBP/p300 acetylates numerous proteins, including all core histones. K5 of H2A can be acetylated in bulk chromatin by p300 *in vivo*, but K8 was not known to be acetylated^34^. Here, we found that K8 of H2A was a new target of acetylation by CBP *in vitro*. We confirmed that H2AK8 and H2AK5 are acetylated in *Drosophila* embryos using western blotting (Supplementary Fig. 1c). It is likely that the acetylation of H2AK8 is a novel histone mark *in vivo*, and this modification might play a role in transcriptional regulation together with the acetylation of H2AK5 in *Drosophila*.

There are two *Drosophila* H2A proteins, canonical H2A and variant H2A.V. Having an amino acid sequence homology of 55% with H2A, H2A.V contains the H2A.X phosphorylation site at the C-terminus^35^. H2A.V becomes phosphorylated at DNA double-strand breaks (DSBs), and the dTip60 chromatin-remodeling complex preferentially acetylates phospho-H2A.V and converts it to an unmodified H2A.V during DSB repair^36^. Although we performed a HAT assay using chromatin assembled with plasmid DNA and recombinant canonical core histones, it will be important in the future to determine whether variant H2A.V is acetylated at the conserved N-terminal lysine by CBP in cooperation with SMARCAD1.

SMARCAD1 belongs to the Swr1-like grouping, as do Swr1 and Ino80. The Swr1 protein is a part of the SWR1 complex, which replaces canonical H2A–H2B dimers with histone variant H2A.Z–H2B dimers in an ATP-dependent manner^37^. The incorporation of the H2A.Z-containing nucleosome at gene promoters by the SWR1 complex was involved in their transcriptional activation. Similarly, Ino80 forms a complex, which is known as Ino80.com, several subunits of which are common to the SWR1 complex. Ino80 is recruited to chromosomal DSBs and plays a critical role in the eviction of H2A.Z, γH2A.X, and core histones located near the breaks^38^. Furthermore, Ino80 and Swr1 compete for the incorporation of H2A variants during DNA damage^39^. It would be interesting to find out the fate of the acetylated H2A in the nucleosome, such as eviction or exchange, when acetylated by CBP in cooperation with SMARCAD1.

SMARCAD1 has been previously shown to be important for maintenance of silent chromatin throughout replication and to associate with HDAC1/2, KAP1, histones, and the methyltransferase G9a/GLP, playing a role in ensuring that silenced loci are correctly perpetuated^29^,^40^. Human SMARCAD1 occurs in two isoforms: the large isoform, which is expressed ubiquitously, and the short isoform, which is mainly expressed in skin fibroblasts^41^. A heterozygous splicing mutation in a short isoform of human SMARCAD1 can cause adermatoglyphia (loss of fingerprints) and Basan syndrome, an ectodermal dysplasia with autosomal dominant inheritance and intra- and interfamilial variability^42^. Furthermore, SMARCAD1 and Fun30, the yeast homologue of human SMARCAD1, were found to have a conserved role in controlling homologous recombination and genome stability^43^. A previous study reported that Fun30 is required for silencing by regulating the chromatin structure within transcriptionally repressed domains^44^. These observations suggest multiple roles for SMARCAD1 in maintaining chromatin integrity not only for transcriptional activation or repression but also for DNA repair.

We propose that chromatin remodeling by SMARCAD1 plays a role in chromatin repression together with repressing complex, in transcriptional activation together with co-activators such as p300/CBP, and in DNA repair and genome stability with different partners. The multifaceted functions of SMARCAD1 are determined by versatile partners and result in the maintenance of chromatin and the genome-integrity network.

## Materials and Methods

### Ethics statement

All recombinant DNA experiments in this study strictly followed a protocol and guidelines approved by the Institutional Recombinant DNA Experiment Safety Committee of Nagasaki University (approval number: 1503121303).

### Purification of native SMARCAD1

*Drosophila* SMARCAD1 was purified from a soluble nuclear extract prepared from 0–12-h *Drosophila* embryos. Nuclear extracts were prepared as previously described^45^ and subjected to sequential chromatographic steps. In all column chromatography steps, samples were applied to the column and washed with 10 column volumes of 0.1 M KCl in HEG buffer (25 mM HEPES at pH 7.6, 0.1 mM EDTA, 10% glycerol, 0.01% NP40, 1 mM benzamidine, 0.2 mM PMSF). Binding proteins were eluted with 10 column volumes of a linear gradient, from 0.1–1.0 M KCl, in HEG buffer. All fractions of each chromatographic step were analyzed by HAT assay, and the fractions that contained ATP-dependent HAT activity were loaded onto the next column.

First, the nuclear extracts from 1 kg of embryos were applied to a 120-ml Q-Sepharose FF (GE Healthcare) column. HAT activity was mainly eluted in 0.4-M KCl fractions. This Q-Sepharose step was repeated three more times, and the 0.4-M KCl fractions that contained the HAT activity were pooled. Second, these fractions were diluted to 0.1 M KCl and applied to a 30-ml SP-Sepharose FF (GE Healthcare) column. HAT activity was mainly eluted in the 0.6-M KCl fractions. Third, these fractions were diluted to 0.1 M KCl and applied to an 8-ml POROS heparin (Roche) column. HAT activity was mainly eluted in the 0.7-M KCl fractions. Fourth, these fractions were diluted to 0.1 M KCl and applied to a 0.5-ml Blue Sepharose FF (GE Healthcare) column. HAT activity was mainly eluted in the 0.7-M KCl fractions. Fifth, these fractions were diluted to 0.1 M KCl and applied to a 0.1-ml Mono S (GE Healthcare) column. HAT activity was mainly eluted in the 0.7-M KCl fractions. To identify the proteins responsible for HAT activity, the HAT-positive gel fractions were excised from the gel, from top to bottom, digested with trypsin, and subsequently analyzed by LC–MS/MS as described previously^46^.

### Plasmid construction

pAc–EGFP–Flag–SMARCAD1 was constructed by inserting EGFP–Flag– SMARCAD1 cDNA into the pAc5.1/V5-HisA vector (Life Technologies) for expression in S2 cells. pFastBac1–Flag–SMARCAD1 was constructed by inserting Flag-tagged SMARCAD1 cDNA into the pFastBac1 vector for expression in sf9 cells using the BAC-TO-BAC baculovirus expression system (Life Technologies). For *in vitro* transcription, a template plasmid was constructed by subcloning the fragment from –40 bp–+60 bp relative to the transcription start site (TSS) of the CG31288 gene and fragments from the –1 Kbp–+1 Kbp region relative to the TSS of CG31288, CG5381, and CG15347 genes into pGIE0, downstream of the five GAL4-binding sequences and upstream of the AdE4 promoter, resulting in pTXCG31288P, pTXCG31288G, pTXCG5381G, and pTXCG15347G.

### Generation of antibodies

Rabbit anti-SMARCAD1 antibodies and anti-CBP antibodies ware generated against recombinant proteins for full-length *Drosophila* SMARCAD1 and partial *Drosophila* CBP (residues 1550–2143), respectively, and the antisera were collected and purified using Affi-Gel 10 (BIO-RAD) on a column made with recombinant SMARCAD1 or recombinant CBP, as described previously^47^. Rabbits were immunized with the peptides for *Drosophila* H2A (acetyl-K5) or H2A (acetyl-K8), and then antisera were collected, absorbed with non-acetylated H2A peptide, and purified with H2A (acetylated K5) or (acetylated K8) peptides using SulfoLink Coupling Gel (Thermo Fisher Scientific), respectively.

### Purification of recombinant protein

Flag-tagged SMARCAD1 was purified from baculovirus-infected Sf9 cells by three conventional chromatographic steps: SP-Sepharose FF (GE Healthcare), Q-Sepharose FF (GE Healthcare), and Toyopearl heparin (Tosoh). The peak fraction of the final Toyopearl heparin column in which Flag-tagged SMARCAD1 was expressed was immunopurified with ANTI-FLAG M2 agarose (Sigma-Aldrich). Flag-tagged SMARCAD1 was eluted with Flag peptides (Sigma-Aldrich) and dialyzed against 100 mM KCl buffer. Recombinant p300 was prepared as described previously.

### Histone acetyltransferase assay

Chromatin was reconstituted with plasmid and purified *Drosophila* core histones using salt dialysis techniques. For the HAT assay, recombinant SMARCAD1 was incubated with 75 ng of chromatin as substrate in the presence of 1 μM [^3^H]-acetyl-CoA, cold 10 μM acetyl-CoA, recombinant p300, 10 mM sodium butyrate, 3 mM ATP, 5 mM MgCl_2_, and 50 nM GAL4-VP16 for 3 h at 27 °C. Reaction mixtures were separated on 13% SDS-PAGE and treated with Enlightning radiography enhancer (PerkinElmer), dried, and exposed to X-ray film.

### Immunodepletion

Antibodies were incubated for 4 h with protein A–Sepharose beads (GE Healthcare), followed by three washings in 0.5 M KCl buffer and 0.2 M borate buffer and resuspension in 1 ml of 0.2 M borate buffer with dimethyl pimelimidate. The slurry was incubated for 30 min at room temperature (RT), sedimented, and further incubated with 0.2 M ethanolamine for 2 h at RT. The beads were then incubated for 4 h at 4 °C in an SP column fraction after Q Sepharose treatment of the nuclear extract, and the supernatant was then assayed for HAT activity.

### Determination of the acetylation site

Salt-dialyzed chromatins (SDCs) were assembled with plasmid DNA, recombinant histones, the active fraction resulting from POROS heparin chromatography, and [^3^H]-acetyl-CoA. After acetylation, the reaction mixture was subjected to electrophoresis on 13% SDS-PAGE and transferred to a PVDF membrane. After Coomassie Brilliant Blue (CBB) staining, the bands corresponding to H2A/H2B were excised and subjected to automated Edman sequencing. [^3^H]-radioactivity eluted from each cycle was monitored with a liquid scintillation counter.

### Immunostaining of *Drosophila* embryos

*Drosophila* embryos were stained, essentially as previously described^23^. Basically, 0–1-h *Drosophila* embryos were collected and washed with cold water. The chorions were removed by breech, and the remaining embryos were suspended in buffer containing 70 mM NaCl and 0.03% Triton X-100. After devitalizing, embryos were then incubated four times for 30 min each in 10% bovine serum albumin in PBS. Subsequently, the embryos were incubated with Alexa 488-labeled anti-SMARCAD1 antibodies that had been labeled overnight at 4 °C using a Zenon Rabbit IgG labeling kit (Molecular Probes). The embryos were washed and then incubated with Hoechst 33342 dye for visualizing cellular DNA. The embryos were washed, and confocal images were collected with an Olympus IX81 microscope.

### RNA extraction from *Drosophila*

The staged embryos were collected and dechorionized as described above. Larvae were collected and frozen in liquid nitrogen. Total RNA was extracted using ISOGEN II reagent (Nippon Gene), according to the manufacturer’s instructions.

### Microarray

Total RNA (300 ng) was amplified and biotin labeled with the GeneChip 3′ IVT Express Kit (Affymetrix) according to the manufacturers’ instructions. The biotinylated antisense cRNAs were hydrolyzed and hybridized to the GeneChip (R) *Drosophila* Genome 2.0 Array (Affymetrix) for 16 h at 45 °C. Washes and the subsequent antibody hybridization process were performed using the Fluidics Station 450 (Affymetrix) according to the manufacturers’ instructions, and the arrays were scanned using a GeneChip Scanner 3000 (Affymetrix). Microarray data were summarized using the Robust Multichip Average (RMA) method.

### *In vitro* transcription reaction

Salt-dialyzed chromatins (SDCs) were prepared as described previously^48^. The modified pGIE0 template containing five GAL4 binding sites upstream of the genome sequence of interest was incubated with purified *Drosophila* core histones. The SDCs were pre-incubated with 10 mM sodium butyrate, 5 mM MgCl_2_, 0.1 mM acetyl-CoA, 3 mM ATP, and SMARCAD1 before transcription, and the transcription reaction was carried out with nuclear extract from *Drosophila* embryos. For transcription using pGIE0 plasmid DNA, which has GAL4 binding sites upstream of the AdE4 promoter, and using pTXCG31288P, GAL4-VP16 was added as indicated. For transcription using pTXCG31288G, pTXCG5381G, and pTXCG15347G, GAL4-VP16 was not added. Using pTXCG31288G, pTXCG15347G, and pTXCG5381G, transcripts were detected from the native promoter but not from the adenovirus E4 promoter. The resulting transcripts were detected by primer extension using ^32^P-labeled primers, which were designed against a sequence located approximately 87 bp downstream of the transcription start sites. The reverse-transcribed DNA products were separated with an 8% urea/acrylamide gel and visualized by autoradiography.

### Cell culture and transfections

S2 cells were grown at 26 °C in Schneider’s *Drosophila* medium (Gibco), supplemented with 10% FBS. S2 cells were transfected using Lipofectin reagent (Invitrogen), according to the manufacturers’ recommendations. In brief, to obtain a stable clone, pAc–EGFP–Flag–SMARCAD1 or pAc–EGFP was co-transfected with pCoHygro (Invitrogen) using Lipofectin reagent. After 22 h of transfection, DNA-containing medium was replaced with selection medium supplemented with 10% FBS and 300 μg/mL HygroGold (InvivoGen).

### RNA interference in *Drosophila* S2 cells

Double-strand RNAs (dsRNAs) were generated using the MEGAscript T7 kit (Ambion). The primer sequences for generation of SMARCAD1, CBP, and enhanced green fluorescent protein (EGFP), as a control, were made using a dsRNA template with PCR as follows:

SMARCAD1 forward,

5′-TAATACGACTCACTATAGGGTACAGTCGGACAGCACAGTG-3′;

SMARCAD1 reverse,

5′-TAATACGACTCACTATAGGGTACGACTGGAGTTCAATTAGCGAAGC-3′;

CBP forward,

5′-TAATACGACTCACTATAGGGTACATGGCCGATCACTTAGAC-3′;

CBP reverse,

5′-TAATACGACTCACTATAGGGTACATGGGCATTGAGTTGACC-3′;

EGFP Forward,

5′- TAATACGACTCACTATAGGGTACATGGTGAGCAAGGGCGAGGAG -3′;

and EGFP Reverse,

5′- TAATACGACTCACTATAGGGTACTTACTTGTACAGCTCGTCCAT -3′.

S2 cells (2 × 10^7^) were plated in 5 ml of 1× Schneider’s *Drosophila* medium without FBS in 10-cm dishes. dsRNA was added at 26 °C for 6 h, followed by 5 ml of 1× Schneider’s *Drosophila* medium with 10% FBS. The cells were then incubated for an additional 72 h to allow for turnover of the target mRNA.

### Quantitative RT-PCR analysis

Total RNA was extracted from S2 cells treated with transfection or RNAi using ISOGEN II reagent. Reverse transcription was performed with M-MuLV reverse transcriptase (NEB), random hexamers (Takara), and oligo(dT) primers (Invitrogen). Quantitative RT-PCR was performed using the KAPA SYBR FAST qPCR kit (Kapa Biosystems). *dACT79B* was used as an internal control.

### ChIP assay

For ChIP analysis, S2 cells were cross-linked by adding 1% formaldehyde to cells for 10 min at 26 °C and then washed in cold PBS. After washing with solution I (10 mM HEPES at pH 7.5, 10 mM EDTA, 0.5 mM EGTA, and 0.75% Triton X-100) and solution II (10 mM HEPES at pH 7.5, 200 mM NaCl, 1 mM EDTA, and 0.5 mM EGTA), the pellet was resuspended in MNase buffer (15 mM Tris-HCl at pH 7.5, 5 mM MgCl_2_, 1 mM CaCl_2_, and 25 mM NaCl). Subsequently, samples were incubated with MNase (Sigma-Aldrich) for 10 min at RT, and then EDTA and lysis buffer were added (150 mM NaCl, 25 mM Tris at pH 7.5, 5 mM EDTA, 1% Triton X-100, 0.1% SDS, and 0.5% deoxycholate [DOC]). Samples were sonicated extensively (20% output, 2 × 12 sec) and centrifuged at 14,000 rpm for 10 min at 4 °C. The supernatant was used for ChIP, and chromatin was immunoprecipitated overnight at 4 °C with the following antibodies: anti-SMARCAD1 and anti-CBP, together with normal rabbit IgG as a control. Bound DNA was precipitated by protein A–Sepharose (GE Healthcare). The immunoprecipitates were washed with the following combination of wash buffers: RIPA buffer (50 mM Tris at pH 8.0, 1 mM EDTA, 150 mM NaCl, 1% NP40, 0.1% SDS, and 0.5% DOC), high salt buffer (50 mM Tris at pH 8.0, 1 mM EDTA, 500 mM NaCl, 1% NP40, 0.1% SDS, and 0.5% DOC), LiCl buffer (50 mM Tris at pH 8.0, 1 mM EDTA, 250 mM LiCl, 1% NP40, and 0.5% DOC), and TE buffer. Bound chromatin and input DNA were treated with RNase A (Nacalai Tesque) at 37 °C for 30 min. For reverse cross-linking, the beads were incubated at 37 °C for 6 h followed by 65 °C for 12 h with TE buffer containing 0.5% SDS and 250 μg/ml proteinase K (Roche) and then purified by phenol/chloroform extraction. The resulting immunoprecipitated DNA was analyzed with qPCR for quantification. qPCR primers are listed in Supplementary Table 2.

### ChIP-seq

ChIP-seq libraries were prepared using TruSeq ChIP Sample Prep Kit (Illumina) according to the manufacturers’ instructions. Libraries ware sequenced with 76-bp paired-end read sequencing on the MiSeq II sequencer (Illumina).

### ChIP-seq analysis

Sequenced reads were mapped to the *Drosophila* genome (UCSC genome browser assembly dm 6, BDGP Release 6) using the Burrows-Wheeler Alignment v0.7.5 (BWA) program^49^, with default “aln” and “samse” parameters. We used the Model-based Alignment of ChIP-Seq (MACS) program^50^ to call peaks for SMARCAD1 and CBP. The following parameters were used: macs; t, treatment_bamfile; c, control_bamfile; bdg; P = 0.05.

After identification of SMARCAD1 and CBP peak regions, annotation of these peaks was performed using the R package ChIPpeakAnno^51^. This software partitioned the genome into six discrete regions based on annotated UCSC coordinates: (1) Downstream, downstream of the TES; (2) IncludeFeature, contains gene-coding sequence; (3) Inside, intergenic; (4) OverlapEnd, overlapping with the TES; (5) OverlapStart, overlapping with the TSS; (6) Upstream, upstream of the TSS. 

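In the deposited tables, the position of each peak was compared with the start and end of the gene in the same entry. All 1007 SMARCAD1 and 1191 CBP entries of the class Inside lie wholly between the start and the end of the gene. All 2292 SMARCAD1 and 3243 CBP OverlapStart entries cover the TSS and not the end of the gene, and all 1383 SMARCAD1 and 949 CBP OverlapEnd entries cover the end and not the TSS. IncludeFeature entries, 471 for SMARCAD1 and 363 for CBP, contain the gene from its start to its end. Upstream and Downstream entries lie wholly outside the gene. Among peaks classed by the nearest TSS, the median distance to that TSS was -216 bp for SMARCAD1 and -116 bp for CBP in OverlapStart. In Inside, it was 3936 bp for SMARCAD1 and 4324.5 bp for CBP.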

The software then output the localization attributes of the nearest features according to the partitions.

### Drosophila stocks

The fly line for *Etl1* [EP701] was obtained from the Bloomington *Drosophila* Stock Center (Indiana University).

## Additional Information

**Accession code**: The accession number for the ChIP-seq data reported in this paper is GEO: GSE72666.

**How to cite this article**: Doiguchi, M. *et al.* SMARCAD1 is an ATP-dependent stimulator of nucleosomal H2A acetylation via CBP, resulting in transcriptional regulation. *Sci. Rep.* **6**, 20179; doi: 10.1038/srep20179 (2016).

## Supplementary Material

Supplementary Information

Supplementary Table 3

Supplementary Table 4

## Figures and Tables

**Figure 1:**
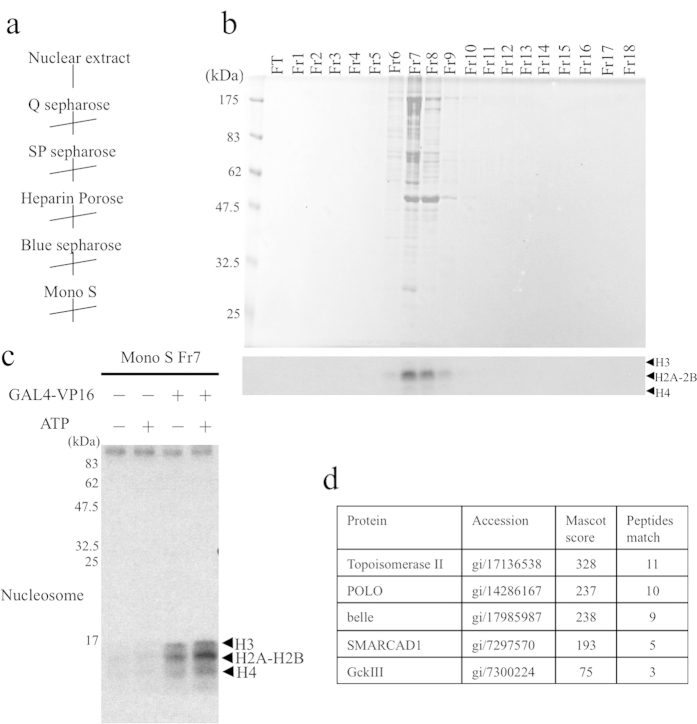
SMARCAD1 is an ATP-dependent stimulator of the nucleosomal acetyltransferase CBP. (**a**) Fractionation scheme of ATP-dependent histone H2A acetylation activity using chromatin reconstituted with purified *Drosophila* core histones and pGIE0 plasmid DNA, which has GAL4 binding sites upstream of the AdE4 promoter. (**b**) CBB staining of an SDS-PAGE gel (Top) and histone acetyltransferase (HAT) assay of the fractions derived from the final Mono S column chromatography of the purified fractions (Bottom). The HAT assay was performed in the presence of [^3^H]-acetyl-CoA. (**c**) Active fractions were incubated with chromatin, GAL4-VP16, and ATP in the presence of [^3^H]-acetyl-CoA, as indicated. (**d**) Candidate ATP-utilizing proteins whose fragment sequences were identified by LC–MS/MS from the top to the bottom of the gel.

**Figure 2:**
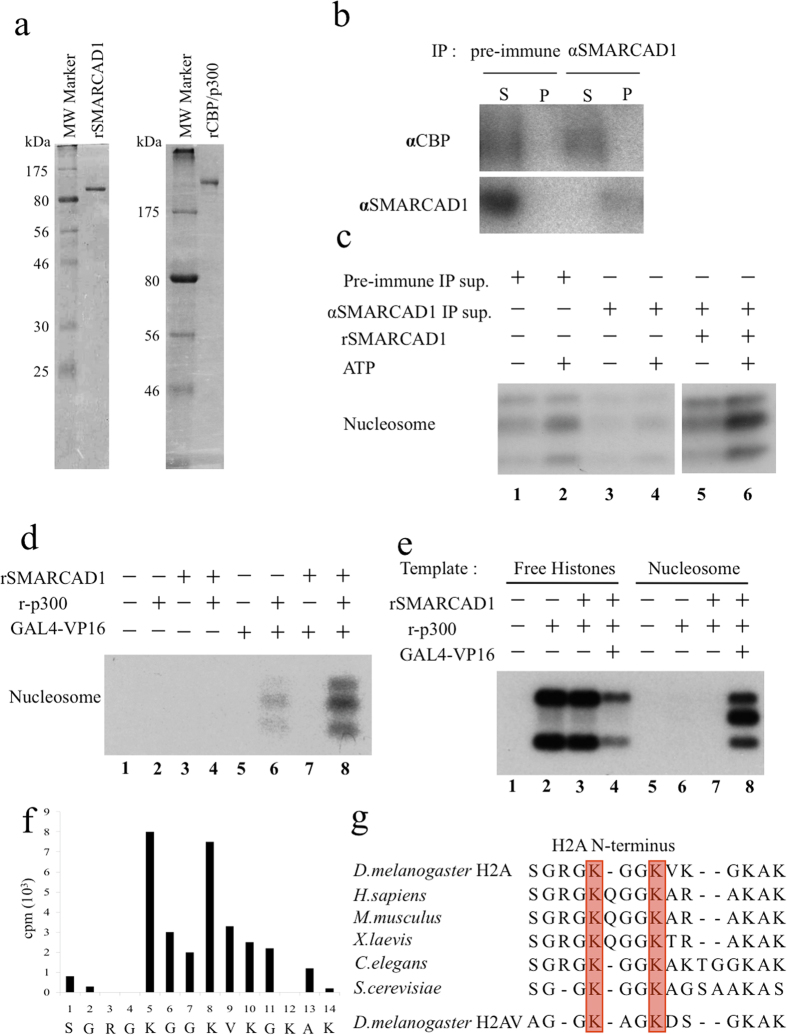
SMARCAD1 and p300/CBP function together to acetylate H2A *in vitro*. (**a**) SDS-PAGE gel analysis of affinity-tag-purified recombinant SMARCAD1 and p300 expressed in Sf9 cells. (**b**) Immunoprecipitation (IP) studies of SMARCAD1 with an SP column fraction after Q sepharose purification of a nuclear extract from Drosophila embryos as shown in Fig. 1a. Supernatants (S) or pellets (P) of IP with pre-immune antibodies or anti-SMARCAD1 antibodies were resolved on SDS-PAGE gels and subjected to immunoblotting with anti-SMARCAD1 or anti-CBP antibodies, as indicated. (**c**) A HAT assay was done using the supernatant of IP with pre-immune sera (pre-immune IP sup.) or anti-SMARCAD1 antibodies (anti-SMARCAD1 IP sup.) corresponding to Fig. 2a in the presence or absence of ATP and recombinant SMARCAD1, as indicated. (**d**) HAT assay of a chromatin template in the presence or absence of SMARCAD1, p300, and GAL4-VP16, as indicated. (**e**) HAT assays using purified core histones or chromatin as substrates in the presence or absence of SMARCAD1, p300, and GAL4-VP16, as indicated. (**f**) Acetylating core histones using the active fraction from a POROS heparin column, and the acetylated histones were separated using SDS-PAGE and blotted onto a PVDF membrane. The band corresponding to H2A and H2B was then analyzed by Edman degradation and liquid scintillation counting. (**g**) Sequence alignment of histone H2A N-terminal tails from yeast to human. Two red boxes indicate evolutionarily conserved lysines 5 and 8 (or 9).

**Figure 3:**
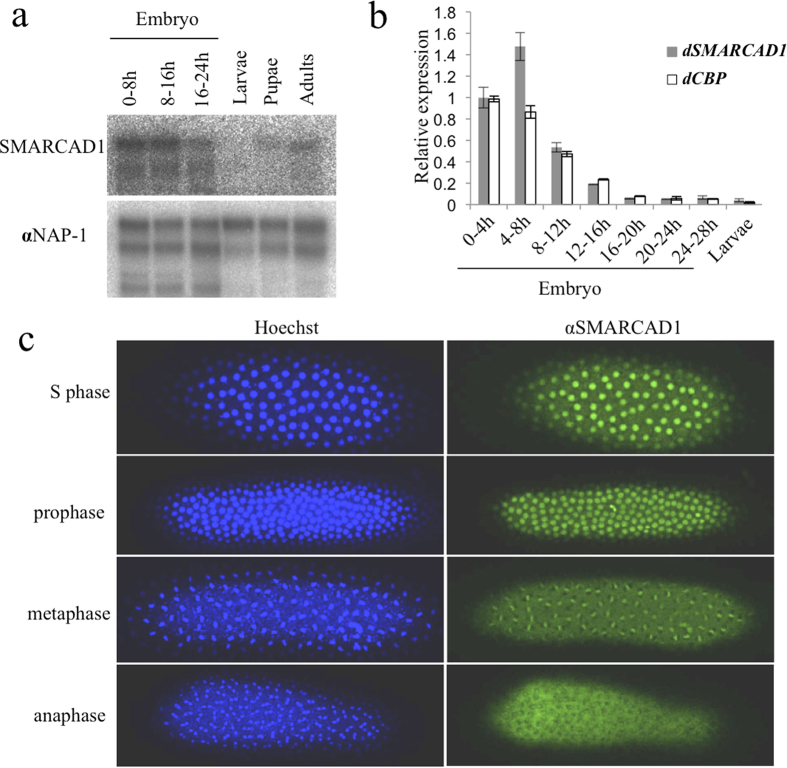
SMARCAD1 is localized in the nucleus during early embryogenesis. (**a**) SMARCAD1 protein levels were analyzed by western blotting with anti-SMARCAD1 antibodies using whole-cell extracts from different developmental stages. The signals obtained with anti-NAP-1 antibodies were used as loading control. (**b**) The expression profiles of SMARCAD1 and CBP at different times of embryonic development were monitored by RT-qPCR. The expression of SMARCAD1 and CBP were normalized to that of *dAct79B* at each developmental stage. (**c**) Immunostaining with anti-SMARCAD1 antibodies (green) during the cell cycle of the early embryonic stage (0–1 h). DNA was stained with Hoechst 33342 dye (blue).

**Figure 4:**
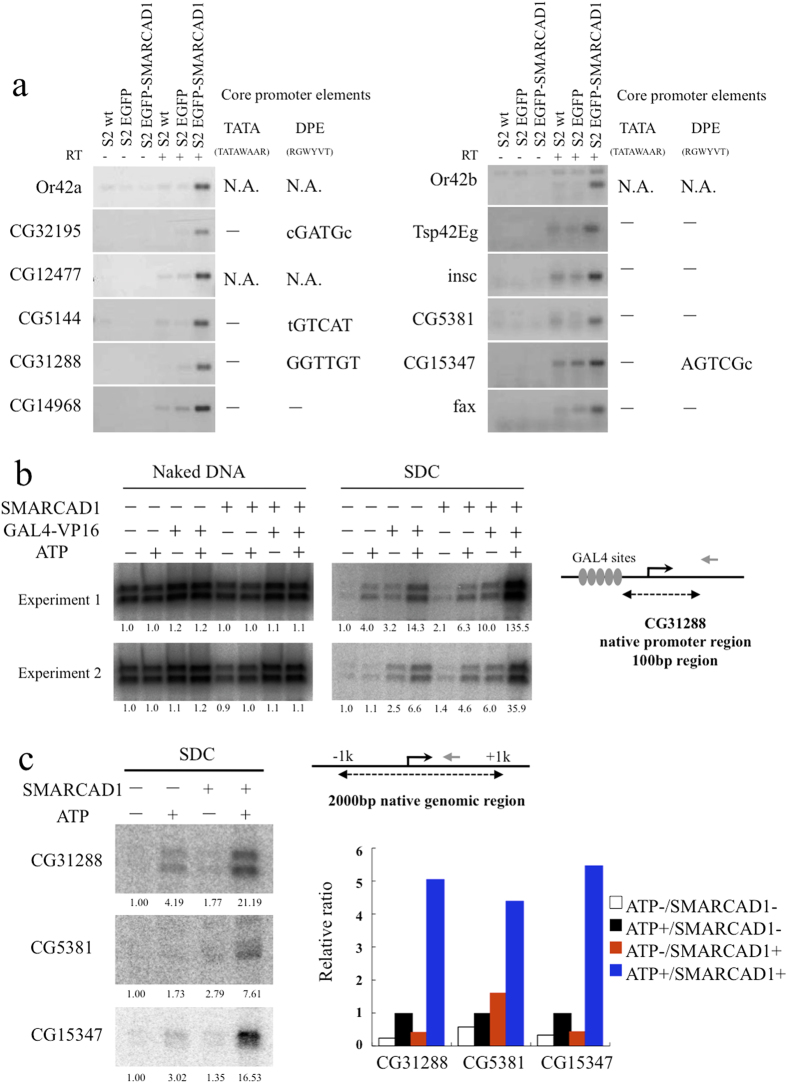
SMARCAD1 promotes transcription in an ATP-dependent manner *in vitro*. (**a**) RT-PCR analyses were performed to confirm changes in gene expression detected by microarray analysis. According to RT-PCR, 12 genes were up-regulated by SMARCAD1 over-expression, which was consistent with microarray analysis. None of the core promoter regions of these genes contain a TATA box, but most promoters had the downstream core promoter element (DPE). N.A. (not assigned); the DNA sequence corresponding to the upstream region of the analyzed gene has not yet been released to the databases. (**b**) *In vitro* transcription using naked DNA (left panels) or SDCs (right panels), which contains the area around the TSS region (from –40 bp–+60 bp) of CG31288 as a template. The reactions were performed in either the presence (+) or absence (–) of the indicated factors. The transcripts were detected by primer extension analysis, and the relative transcript levels are indicated below each band. The scheme at right shows the promoter region of the template DNA, and the gray arrow indicates the primer position. Experiments were carried out in duplicate. (**c**) *In vitro* transcription reactions were carried out with a *Drosophila* nuclear extract with SDCs, which contain the promoter region (from –1 kbp–+1 kbp) of the indicated gene and the indicated factors (left panels). The amount of each signal was normalized by the signal of the ATP (+), SMARCAD1 (–) sample (right panel).

**Figure 5:**
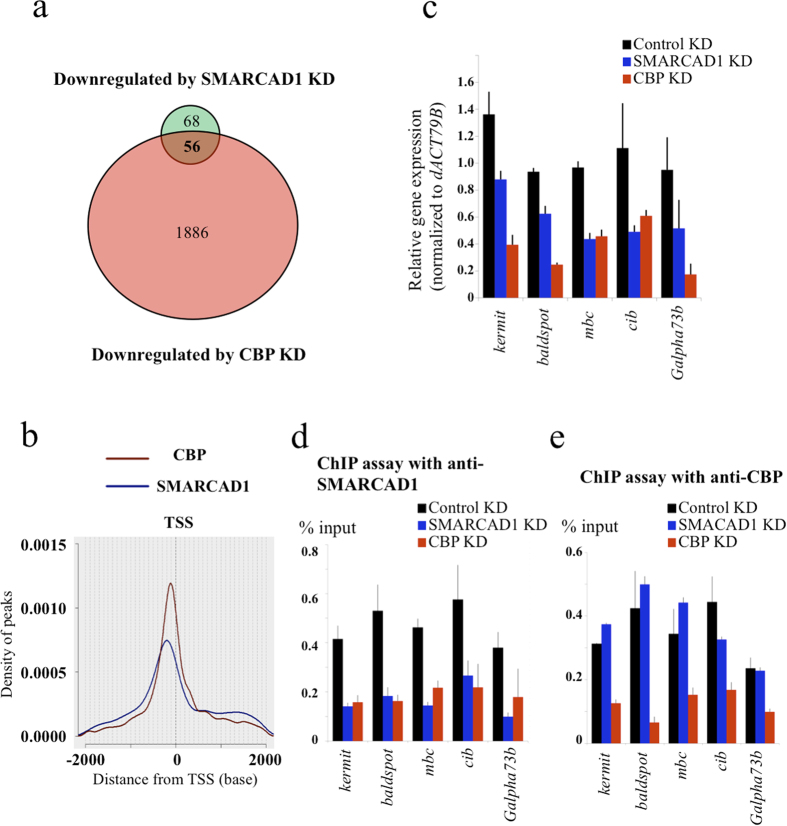
SMARCAD1 is recruited by CBP to the gene promoter and regulates gene expression. (**a**) Venn diagram showing the number of genes down-regulated more than 0.7-fold upon either SMARCAD1 knockdown (KD) or CBP KD relative to control KD. For control KD, nonspecific dsRNA derived from the EGFP sequence was used. (**b**) The distance from the TSS to the promoter targets for CBP and SMARCAD1 is plotted. The Y-axis is the “Density of peaks”, for which the sum is one, and the X-axis indicates “Distance from TSS (bp)”. The TSSs of 3101 genes were defined for SMARCAD1 and that of 3762 genes were defined for CBP based on annotated UCSC coordinates (*D. melanogaster* Genome, dm 6). (**c**) The mRNA levels of five down-regulated genes in both SMARCAD1 KD and CBP KD were quantified by RT-qPCR. Each sample was analyzed by RT-qPCR in technical triplicates and normalized to dACT79B as a control. (**d**,**e**) ChIP-qPCR analysis of SMARCAD1 (**d**) and CBP (**e**) enrichment at the indicated gene promoter. ChIP was performed using anti-SMARCAD1 or anti-CBP antibodies. qPCR following ChIP was performed using TSS-specific primers.

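For the distances of Fig. 5b, the SMARCAD1 table holds 3101 peaks with a nearest gene, and these belong to 2586 different genes. Of these genes, 2197 were nearest to 1 peak, 297 to 2 peaks and 92 to more, with at most 7 peaks at a gene. The CBP table holds 3762 peaks, of which 3685 have a nearest gene, and these belong to 2973 different genes. For CBP, 2490 genes were nearest to 1 peak, 340 to 2 peaks and 143 to more, with at most 10 peaks at a gene. The lists shared 1677 genes, which are 64.8% of the SMARCAD1 genes and 56.4% of the CBP genes. Restricted to a TSS within 2000 bp of the peak centre, there were 1929 genes for SMARCAD1 and 2415 for CBP. Counting instead every gene whose start a peak covers, there were 2763 genes for SMARCAD1, 3606 for CBP and 1901 in both.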

**Figure 6:**
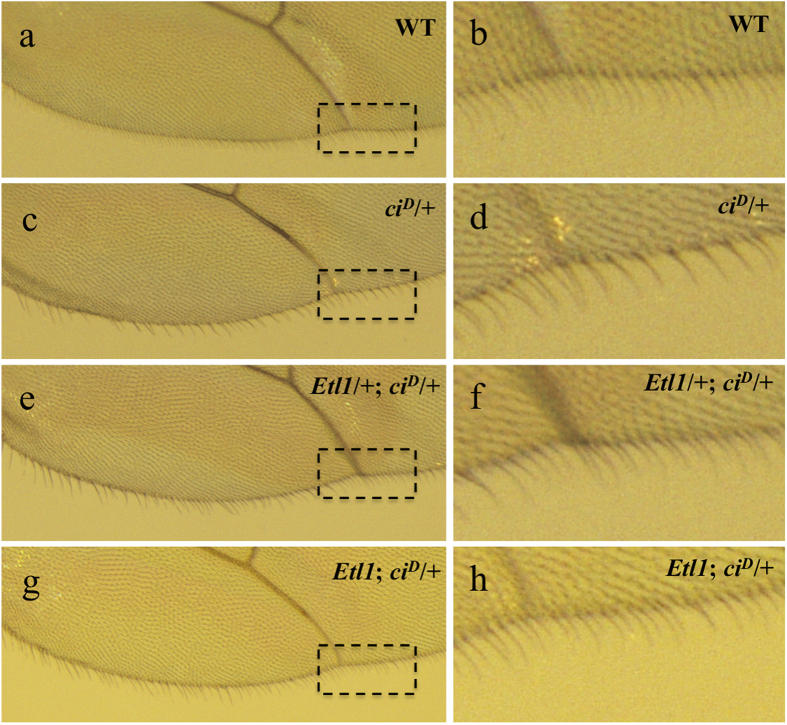
The SMARCAD1/*Etl1* mutation shows a similar posterior-row-hair phenotype as the CBP mutation. Posterior-row-hair phenotypes in wildtype (**a,b**), *ci*^*D*^/+ (**c,d**), *Etl1*/+; *ci*^*D*^/+ (**e,f**), and *Etl1*; *ci*^*D*^/+ (**g,h**) adults. Enlargements of the boxes in (**a,c,e,g**) are shown in (**b,d,f,h**) respectively. *Etl1* represents the homozygous Etl1 mutation, *Etl1/Etl1.*

How the deposited data were processed for this re-analysis (not part of the article)

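The data are tables of ChIP-seq peaks from Drosophila S2 cells treated with control dsRNA of EGFP, 1 table for anti-SMARCAD1 and 1 for anti-CBP. An input DNA library belongs to the same experiment, and no table of it was used here. The conditions were taken from the sample labels and the methods.

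The authors mapped the reads with BWA, called peaks against a control with MACS at the P value given in the methods, and annotated them with ChIPpeakAnno. Peaks were called for each library separately, since there was 1 library per antibody. The deposited values are positions, widths and distances in bp. Each table has 1 entry per peak for the gene with the nearest TSS, and further entries for other genes that the peak overlaps or nearly adjoins, 5859 entries for SMARCAD1 and 6495 for CBP. In every entry with a gene, the distance was checked to be that from the TSS to the midpoint of the peak. The tables hold no read counts, P values, scores or fold enrichments. The depth of the libraries is therefore unknown, the precision that it gives to a single peak cannot be stated, and every analysis that needs the strength of a peak was left out. This includes the planned rank correlation of peak strength and the naming of the strongest peaks.

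The methods name dm6. The chromosome names of the tables (U, Uextra and those ending in Het) and their gene coordinates were compared with a RefSeq table of Release 6 genes, from which names alone were otherwise used. Of 1205 genes on 2R, 1479 on 3R and 942 on X that were matched by name, 0 had the start or the end of the Release 6 gene. On 2L it was 457 of 1110 genes and on 3L 158 of 1158. Coordinates are therefore given as in the tables, and distances to TSSs of Release 6 were not computed. Of 6016 gene names in the tables, 5958 (99.0%) were matched to a symbol or synonym.

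Shares of peaks per class and per window, medians and quartiles were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Wilson 95% intervals were used for shares and binomial intervals for medians. The density of the distances within 2000 bp was a Gaussian kernel density on a grid of 5 bp with the default bandwidth of R, 153 bp for SMARCAD1 and 84.0 bp for CBP, and its intervals came from 200 bootstrap draws of peaks. Overlap was counted from 1 bp. It was compared with 1000 random placements of the SMARCAD1 peaks, each on its chromosome, between the first and last position seen in either table. In a further comparison, each peak kept its distance to a TSS and was moved to a random gene of the same chromosome, among 14043 genes on 2L, 2R, 3L, 3R and X. The overlap and density steps were tested on 3000 simulated peaks: an overlap of 45.7% was expected and 45% recovered, and a density maximum planted at -150 bp was found at -160 bp.

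Supplementary Table 4 was used for the knockdown arrays. Its first 710 probe sets, sorted by the ratio of SMARCAD1 knockdown to no treatment up to 0.806, were used here. The share of probe sets at a ratio of 0.7 or less in both knockdowns whose gene is nearest to a peak was set against 10000 random lists of the same size from the other probe sets of the table, matched in 10 groups of expression without treatment. Genes up-regulated by SMARCAD1 overexpression were taken from Supplementary Table 3. The genes named in the text are those the paper names for S2 cells, a rule set before the data were examined together with the designs and most alternatives.

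The alternatives were peaks on 2L, 2R, 3L, 3R and X alone, other windows around the TSS, other bandwidths, stricter definitions of overlap, other random placements, other definitions of a target gene and the ratio to control RNAi. With no replicates, no test was made between the antibodies, and no P value was computed across peaks or genes.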

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

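The tests of peak width, of splitting on chromosome X, of unplaced sequence and of the comparison of single libraries were chosen after the result was seen; the others were written down before it.

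The paper discusses peaks relative to the TSS. Away from it, on 2L, 2R, 3L, 3R and X, 13.3% of SMARCAD1 peaks (404 of 3036, 95% interval 12.1 to 14.6%) covered the end of a gene and the start of none, against 4.83% of CBP peaks (176 of 3646, 4.18 to 5.57%). The share was 24.4% (22.0 to 26.9%) among SMARCAD1 peaks without a CBP peak and 6.17% (5.16 to 7.36%) among those that overlapped one. For CBP the order was reversed, with 3.81% (3.00 to 4.82%) among peaks without a SMARCAD1 peak and 5.72% (4.78 to 6.85%) among those that overlapped one. Among SMARCAD1 peaks, the share was 19.4% (16.8 to 22.4%) on X and 11.2% (9.98 to 12.6%) on the autosomal arms. Among CBP peaks, it was 5.56% on X and 4.65% on the autosomal arms. Wider SMARCAD1 peaks are not a sufficient explanation: with CBP peaks weighted to the widths of SMARCAD1 peaks, the difference was 8.61 percentage points. Leaving out peaks within 500 bp of a listed gene start gave 7.58 percentage points. Counting every gene start listed in either table could not change the difference of 8.48 percentage points, because 0 peaks covered a listed start that was missing from their own entries. The tables give a single start per gene, so a start they do not list could not be tested. Since there was 1 library per antibody, the pattern cannot be told apart from a difference between single libraries. The design has no condition that bears on it, and no biological explanation was tested.

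On the same chromosomes, 25.4% of SMARCAD1 peaks lay on X (772 of 3036, 23.9 to 27.0%), against 19.2% of CBP peaks (701 of 3646, 18.0 to 20.5%), a comparison that the paper's text does not make. If regions on X had been split into more and narrower peaks, the share of covered bp would not differ, but it differed by 5.31 percentage points. Without the peaks at gene ends, the share on X still differed by 4.55 percentage points, so those peaks account for part of the difference at most. With 1 library per antibody, a difference between single libraries remains, and no biological explanation was tested.

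Peaks were also called on sequence not placed on a chromosome arm (U, Uextra and the Het sequences), 162 for SMARCAD1 (5.05% of its peaks, 4.34 to 5.86%) and 110 for CBP (2.92%, 2.43 to 3.51%). The paper's text does not discuss them. Of these SMARCAD1 peaks, 25.9% (19.8 to 33.2%) overlapped a CBP peak, and of these CBP peaks, 38.2% (29.6 to 47.5%) overlapped a SMARCAD1 peak. On the arms, the share was 60.8% for SMARCAD1 (59.1 to 62.6%) and 53.2% for CBP (51.6 to 54.8%). The lower overlap does not exclude a mapping artefact common to both libraries, because the overlap on the arms is no baseline that such an artefact has to exceed. An artefact that affects the libraries differently was not tested, as the tables hold no reads, and neither was a biological explanation.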

How the results depend on the processing

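The use of every entry of the tables, the central 500 bp of each peak and the random genes that have a peak were chosen after the values were seen; all other alternatives were fixed earlier. In all, 25 values were recomputed under 63 combinations of value and alternative, and 34 stayed within the 95% interval of the reported value, or within 1.5 times a count.

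Restricting the peaks to 2L, 2R, 3L, 3R and X left 23 of 24 values within their interval; the exception was the share of SMARCAD1 peaks overlapping a CBP peak, at 60.8%. The numbers of genes shared by both antibodies stayed within 1.5 times the reported count.

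With every entry of the tables in place of one per peak, the shares for SMARCAD1 were 39.9% OverlapStart, 6.91% Upstream, 24.1% OverlapEnd, 3.46% Downstream and 8.19% IncludeFeature. Those for CBP were 50.5% OverlapStart, 18.6% Inside, 6.89% Upstream, 14.8% OverlapEnd, 3.58% Downstream and 5.66% IncludeFeature. The median distance became 747 bp for SMARCAD1 and 145.5 bp for CBP. These entries include distant starts of genes that a peak overlaps elsewhere. OverlapStart stayed the most frequent class of both antibodies, and SMARCAD1 kept the higher share of OverlapEnd. For SMARCAD1, however, OverlapEnd came before Inside (17.5%), the reverse of the reported order.

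The share of peaks near a TSS follows the window by construction: within 1000 bp it was 46.8% for SMARCAD1 and 56.3% for CBP, and within 5000 bp it was 81.8% and 82.2%. The order of the antibodies was kept, although the gap at 5000 bp was small. The position of the density maximum stayed within its interval under every bandwidth tried. Its height did not, as follows from the smoothing: with 0.5 times the bandwidth it was 0.000900 for SMARCAD1 and 0.00134 for CBP, and with 2 times the bandwidth 0.000563 and 0.000949.

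The share of SMARCAD1 peaks overlapping a CBP peak was 49.7% for an overlap of at least 50% of both peaks, 36.5% for centres within 200 bp and 46.3% for the central 500 bp of each peak. The fold over random placement was 4.94 with the distance to a TSS kept at a random gene, and 1.35 with random genes drawn from those that have a peak of either antibody. The 4.94 is too high, because that placement missed overlaps, and the 1.35, counted in the same way, may be too high as well. The observed overlap stayed above every placement under each of the placements tried, with the same limit for those at random genes.

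The share of genes down-regulated in both knockdowns with a peak was 45.5% and became 20% with the ratio to control RNAi and 25% with peaks of both antibodies; with a TSS within 2000 bp it was 34.1%. Apart from the changes that the windows and bandwidths set by definition, the cause of the changes above was not tested.

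The tables give no strength of a peak. The strongest part of each list by P value or score, a minimum of fold enrichment, equal numbers of strongest peaks, and all settings of the rank correlation of peak strength were therefore not run. Distances to the TSSs of the reference annotation were not run because its gene coordinates are of another build. No paired analysis was possible because each antibody had 1 library and no value came from a test between samples. The unknown depth limits every comparison between the antibodies: a peak absent from one list cannot be told from a peak below its detection limit.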

Differences from the paper's values

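No test was needed for the comparison with the paper. None of the paper's values that were recomputed under the reported settings differed from the value found here by more than 1.5 times. The height of the density maximum was 0.000746 for SMARCAD1, against about 0.00075 in Fig. 5b, read by eye, and 0.00119 for CBP, against about 0.0012.

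The legend of Fig. 5b gives the numbers for each antibody as numbers of genes with a TSS. In the tables, the same numbers are found for peaks: 3101 SMARCAD1 peaks have a nearest gene, and the CBP table lists 3762 peaks, of which 3685 have a nearest gene. The different genes nearest to a peak number 2586 for SMARCAD1 and 2973 for CBP. On 2L, 2R, 3L, 3R and X alone they number 2536 and 2941, and with the TSS within 2000 bp 1929 and 2415, which is further from the paper's 3101 and 3762.

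The legend of Fig. 5a describes the down-regulated genes as relative to the control knockdown. In the part of Supplementary Table 4 used here, the ratio to cells with no treatment was 0.7 or less for 123 probe sets upon SMARCAD1 knockdown and for 55 in both knockdowns, against the paper's 124 and 56. With the ratio to control RNAi, an alternative set before the data were examined, the numbers were 40 and 24. Those are lower bounds, because the table is sorted by the other ratio and its remaining probe sets were not used here.

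The methods describe the class Inside as intergenic. In the tables, all 1007 SMARCAD1 and 1191 CBP entries of this class lie within the gene.

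The methods and the legend of Fig. 5b name dm6 as the assembly. Of the genes in the tables that were matched by name, 0 of 1205 on 2R, 0 of 1479 on 3R and 0 of 942 on X have the start or end of the Release 6 gene. On 2L, 457 of 1110 genes have it, and on 3L 158 of 1158.

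From ChIP-qPCR, the paper places SMARCAD1 and CBP at the core promoters of the genes of Fig. 5d,e. In the peak tables, both antibodies have a peak over the start of 3 of these 5 genes.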

Other observations

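The tests of the choice of 12 genes and of regions enriched with any antibody were chosen after the result was seen, and the placement at random genes that have a peak was added after the data were seen; the placement at random genes of the same chromosome was set beforehand.

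SMARCAD1 and CBP peaks overlap far more often than randomly placed peaks. The overlap was 4.94 times that of peaks moved to random genes at the same distance from the TSS. That random overlap is lower than the covered gene starts imply. The test therefore cannot decide whether a shared preference for positions near gene starts is a sufficient explanation. A shared preference for the same set of genes accounts for more of the overlap. With random genes drawn from those that have a peak, the fold was 1.35, and 0 of the 1000 placements reached the observed overlap. This fold was counted in the same way and may be too high as well. The placement at genes with a peak is also a limited test, since the genes were chosen by having a peak. Regions enriched with any antibody, such as open chromatin, may give the same pattern, and this explanation remains open because 0 peak lists of a control antibody were analysed. For the genes of Fig. 5c-e, the paper reports no enrichment at the TSS with normal rabbit IgG (Supplementary Fig. 3c). That bears on those genes only. Across the peak lists, the overlap of SMARCAD1 and CBP peaks therefore remains a hypothesis about joint binding and cannot be told apart from regions enriched with any antibody.

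For 4 of the 5 genes of Fig. 5c-e, at least 1 antibody has a peak over the gene start. At mbc (3R, 19607508 to 19627396, plus strand), a SMARCAD1 peak from 19606831 to 19608657 and a CBP peak from 19606975 to 19607927 cover it, although for both peaks the nearest TSS is that of another gene. At cib (X, 4000148 to 4005014, plus strand), it is a SMARCAD1 peak from 3999334 to 4000656 and a CBP peak from 3999529 to 4000500. At Baldspot (3L, 16641920 to 16654727, minus strand), it is a SMARCAD1 peak from 16652018 to 16656115 and a CBP peak from 16653872 to 16655895. At kermit (2R, 4034422 to 4044155, minus strand), a CBP peak from 4043833 to 4044755 covers the start, and the SMARCAD1 table has no entry for the gene. At Galpha73B (3L, 16655657 to 16661014, minus strand), neither antibody has a peak over the start. Its end is covered by the same SMARCAD1 and CBP peaks that cover the start of the neighbouring Baldspot, with centres 6948 and 6130 bp downstream of the Galpha73B start. The depth is unknown, so a missing peak does not show that the protein is absent, and the qPCR of Fig. 5d,e was not analysed here.

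In the paper's Supplementary Table 4, all 5 of these genes have a ratio of SMARCAD1 knockdown to no treatment of 0.7 or less, but 2 of them, mbc (0.607) and Galpha73B (0.660), have a ratio of 0.7 or less to control RNAi. The ratio to control RNAi was 0.842 for cib, 0.881 for Baldspot and 0.953 for kermit. Upon CBP knockdown, all 5 have a ratio to no treatment of 0.7 or less, and 3 have a ratio to control RNAi of 0.7 or less: mbc (0.197), kermit (0.456) and Galpha73B (0.683). The CBP knockdown ratio to control RNAi was 0.757 for Baldspot and 0.913 for cib. These are array values alone. The paper also measured the 5 genes by RT-qPCR (Fig. 5c) and reports regulation by both proteins, and that qPCR was not analysed here. The table lists the gene of SMARCAD1, Etl1, as CG5899, and its ratio upon SMARCAD1 knockdown was 0.228 to no treatment and 0.225 to control RNAi. Of the 123 probe sets at 0.7 or less upon SMARCAD1 knockdown, 9 carry the AFFX names of control probe sets, as do 8 of the 55 that were at 0.7 or less in both knockdowns.

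Of the 44 probe sets with a gene symbol among these 55, 20 (45.5%, 31.7 to 59.9%) have a gene that is nearest to a peak of either antibody. Random lists matched on expression had a median of 45.5%, and the list lay at percentile 46.5 among them. With peaks of both antibodies, the share was 25% at percentile 55.3, and with the TSS within 2000 bp it was 34.1% at percentile 22.2. With the ratio to control RNAi, 4 of 20 probe sets (20%, 8.07 to 41.6%) had a peak, at percentile 4.24. The genes down-regulated in both knockdowns thus had a peak no more often than other probe sets of similar expression in the part of the table used here, which itself holds only probe sets that were lower upon SMARCAD1 knockdown.

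Of the 12 genes of Fig. 4a, which SMARCAD1 overexpression up-regulated, SMARCAD1 peaks cover the start of 4 (CG5144, CG14968, CG15347 and fax) and CBP peaks the start of 0. Among the 140 up-regulated genes of Supplementary Table 3 (RMA), the starts of 25% (18.6 to 32.8%) are covered by SMARCAD1 peaks and those of 22.9% (16.7 to 30.5%) by CBP peaks. Of random sets of 12 up-regulated genes matched on expression without overexpression, 6.07% had no CBP peak over a start, and 21.7% had SMARCAD1 peaks over as many starts as these 12 or more. A chance choice of the 12 genes is therefore not excluded for either antibody.

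Both antibodies have a peak over the start of Etl1, listed as CG5899 (2L, 9908830 to 9912585, minus strand), from 9912262 to 9913337 for SMARCAD1 and from 9912334 to 9913275 for CBP. The tables have no gene named nej. The RefSeq table gives CG15321 (X, 9576998 to 9579635, minus strand) as a synonym of nej. CG15321 as listed is nearest to a SMARCAD1 peak and a CBP peak upstream of it, with centres at -2118 and -1913 bp. The listed interval is too short to encode CBP up to the last residue of the paper's antigen. Its start is therefore not shown to be the TSS of nej. Whether these peaks lie upstream of nej or within it was not determined.

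CBP peaks on X overlapped a SMARCAD1 peak more often than those on the autosomal arms, at 66.8% (63.2 to 70.1%) and 49.9% (48.1 to 51.8%). SMARCAD1 peaks overlapped a CBP peak at 59.1% (55.6 to 62.5%) on X and 61.4% (59.4 to 63.4%) on the autosomal arms.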
